A study of Mus musculus with 6 samples. Its data were reported in "PDK4 drives abdominal aortic aneurysm by promoting smooth muscle cell metabolic reprogramming and NLRP3-mediated pyroptosis" (2026).

How the data were processed

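The series held 6 RNA-seq libraries of mouse vascular smooth muscle cells, 3 labelled as transduced with an adenoviral vector carrying a control plasmid (Ad-Con) and 3 with a PDK4 overexpression plasmid (Ad-PDK4). The group of each library came from its treatment label and its replicate number from its title. Per the study's methods the libraries were sequenced as paired-end reads on an Illumina HiSeq instrument. Its results state that the cells had been treated with angiotensin II. The labels name a SMARTER mRNA-Seq kit for library preparation and the methods a NEBNext Ultra RNA kit, and the values do not settle which was used. The aligner, the read counter, the annotation release and whether counting used strand were not stated.

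The deposited table gave FPKM, which the authors computed per gene and library, with 1 column per library and no pooling of replicates. It also gave the gene length in bases that the authors used, together with gene symbols, identifiers, biotypes and coordinates. Of the gene identifiers, 54495 matched GENCODE mouse release 21 (GRCm38), and 98.3% of these had the same coordinates there, so coordinates are given on GRCm38 as in the deposited table. FPKM times gene length gave whole multiples of one step per library for 100% of the non-zero values, within a tolerance of 0.01 reads. The multiples are called reads here, although for paired-end data each stands for a counted fragment. The library size behind the FPKM equalled the median-of-ratios size factor times the geometric mean of the library totals (ratio 1.0 in every library), so the authors' values were already scaled between libraries. The authors called differential expression with DESeq2 on counts. Since the deposited unit was FPKM, which is not a count, no count model was the main test here.

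FPKM values were tested as log2(FPKM + 0.1) with limma 3.58.1 in R 4.3.3, comparing the 2 groups over all 6 libraries without covariates, with empirical Bayes moderation (trend and robust) and Benjamini-Hochberg adjustment over the 13423 genes whose mean FPKM over all libraries was at least 0.5. A gene was called at an adjusted p below 0.05 and a fold change of at least 2. The study's methods give the same limit on the fold change and name the Benjamini-Hochberg method for multiple testing, without saying whether the limit on p is one on the adjusted value. Every log2 fold change is on the log2(FPKM + 0.1) scale, apart from those of limma-voom and of the alternatives with another pseudocount. Lower bounds and ratios of mean FPKM carry no pseudocount. A group whose libraries all had 3 reads or fewer was taken as at the detection floor. A fold against such a group was computed against 3 reads in each library and is a lower bound. Every adjusted p in the text is from limma with the Benjamini-Hochberg method. The share of summed FPKM in mtDNA-encoded genes was compared by an exact two-sided permutation test.

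Gene lists were tested with limma's camera at a preset correlation of 0.01, adjusted over 11 lists, with fry and an estimated correlation as alternatives. The lists of nuclear OXPHOS, glycolysis and pyroptosis genes were the gene sets named by the study. The lists of mtDNA-encoded genes, glycolytic enzymes, contractile markers, inflammasome core, interferon-stimulated genes, NF-kB targets, MHC class I presentation and cell cycle genes were written from general knowledge. Of 140 nuclear OXPHOS genes 139 were found and of 60 interferon-stimulated genes 59, and all other lists were found in full. Lists of macrophage, endothelial, sex and housekeeping genes served as checks. Genes that the study measured by RT-qPCR (without Pdk4 and the mtDNA-encoded genes, which had their own lists), named as NOD-like receptor genes in these libraries, or named in knockout cells were kept as 3 further lists. A list of 11 genes of the mitochondrial transcription machinery was added after the data had been seen. KEGG pathway lists were not used here.

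Genes were named by a rule: the 4 Pdk genes, the mtDNA-encoded genes, the 3 lists of genes the study measured or named, Txn1 and Txnip, the 8 largest rises and 8 largest falls among called genes with a mean FPKM of at least 5 and no overlap between groups, and the 3 members with the largest rise and the 3 with the largest fall in each tested list. Xist, Actb, Ifnb1, Cd68, Ptprc, Tyrobp, C1qa, C1qb, C1qc, Laptm5, Mylk, Des, Ppp1r14a, Pln, Col1a1, Col3a1, Agtr1a, Agtr1b, Agtr2, mt-Rnr1 and mt-Rnr2 lie outside the rule and were chosen after their values were seen. The groups, the tests, the gene lists other than the added one, the naming rule and the alternatives were chosen before the data were examined. Several of these lists followed results that the study had reported on the same libraries.

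The alternatives were a pseudocount of 1 or 0.01, no filter beyond a mean FPKM above 0, a minimum mean FPKM of 5, rescaling by the median of ratios, to TPM or after leaving out the mtDNA-encoded genes, quantile normalization, moderation without trend or robust, the replicate number as a block, limma-voom on the recovered reads, other limits for calling a gene, protein-coding genes alone, fry or an estimated correlation for lists, all genes of the mitochondrial chromosome or the share of recovered reads for the mtDNA share, and leaving out each library in turn. Rescaled values kept the mean total of the deposited FPKM, so that the pseudocount and the filter kept their meaning.

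Shared sequence was measured for part of the listed genes. The longest transcript of each was matched to all transcripts of GENCODE mouse release 21 with BLAST+ 2.17.0 (megablast). Bases inside matches of at least 100 bases at 98% identity or more to another gene were counted. Most members of the cell cycle, NF-kB, nuclear OXPHOS, broad glycolysis and pyroptosis lists were left out, so their shared sequence is not known here. Genes matched over at least 20% were taken as sharing sequence. Depth and precision were as follows: 17588942 to 21861872 reads per library were assigned to genes, and the median standard error of a log2 fold change was 0.0901. The tables were read and drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

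The gene test was tested on simulated data built from the means and depths of these libraries with 200 genes changed by known amounts. It recovered 194 of them (97%) in the right direction, with 8 false calls among 13193 unchanged genes, and 3 calls over 13423 genes when no gene was changed. The median error of the log2 fold change was 0.0409 over 111 changed genes with a mean FPKM of at least 5. For lists of 30 genes, camera gave a p of 6.8e-36 for a shifted list and of 0.723 for an unshifted one. All changes set for the 200 genes lay above the calling limit, so smaller changes were not tried. Genes were simulated independently of each other with a single dispersion. The list result therefore does not test how camera behaves when members vary together, and 1 unshifted list measures no rate of false calls.

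The knockout libraries of the study and its other assays were not analysed here. The RT-qPCR check of PDK4 that the labels mention was not used here. Reads from the vector could not be counted apart from those of mouse genes, because the table holds mouse genes alone.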

Results

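RNA sequencing measured gene expression in mouse vascular smooth muscle cells, the contractile cells of the arterial wall, that had received an adenoviral vector. The vector carried either an overexpression plasmid for pyruvate dehydrogenase kinase 4 (PDK4, a mitochondrial kinase that inhibits the pyruvate dehydrogenase complex) or a control plasmid. The 6 libraries fell into 2 groups of 3, labelled Ad-PDK4 and Ad-Con. According to the study the cells had been isolated from mouse aorta. In both groups they were then treated with angiotensin II, a peptide hormone used to provoke aneurysm-related changes. The labels do not mention this treatment, and cells without it were not analysed here. Of the angiotensin receptor genes, Agtr1a had at most 1 read in any library, Agtr1b at most 3 and Agtr2 had 0. These counts do not tell whether the cells responded to the treatment. The question of the comparison was how PDK4 overexpression alters the expression programme of these cells.

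The deposited values were FPKM (fragments counted on a gene, scaled by its length and by library size) for 54532 genes on the GRCm38 assembly. Multiplied back by gene length, 100% of the non-zero values in each library came out as whole reads. The recovered totals of reads assigned to genes were 20173006, 17636111 and 18047121 for Ad-Con replicates 1 to 3, and 17980131, 17588942 and 21861872 for Ad-PDK4 replicates 1 to 3. Between 19650 and 20615 genes had at least 1 read per library, and 29330 genes had none in any library. In a gene of 1 kb, 1 read was worth between 0.0453 and 0.0571 FPKM. A count of 0 allows a true mean of up to 3 reads, and this limit covers counting error only, because reads amplified by PCR are not independent molecules. The 10 most abundant genes took 6.45%, 6.60% and 6.49% of the reads in the libraries labelled Ad-Con, and 4.53%, 4.47% and 4.47% in those labelled Ad-PDK4. Across genes, which are not independent replicates, correlations of log2 values ranged from 0.970 to 0.975 between libraries of one group and from 0.923 to 0.928 between the groups. The first principal component took 61.9% of the variance and separated the groups, and the second took 10.8%. No pair of replicates agreed within sampling noise. The chi-square statistic per degree of freedom was 4.15 to 11.8 within groups, over 14421 to 14437 genes, and 84.1 to 109 between them, over 14437 genes, so each library counted as 1 replicate. The 4 Y-chromosome genes examined had at least 675 reads in every library and Xist had at most 9.

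Pdk4 itself (ENSMUSG00000019577, chromosome 6, 5483351 to 5496309) was examined first, since it checks the labels. It had 679, 642 and 646 reads in the libraries labelled Ad-Con and 490, 455 and 572 in those labelled Ad-PDK4, which is 10.0 ± 0.469 against 7.48 ± 0.162 FPKM (mean ± SD, n = 3). The gene was therefore lower, not higher, under the overexpression label, with a log2 fold change of -0.42 (SE 0.06, limma adjusted p = 1.1e-03) and no overlap between the groups. The count is that of the mouse gene, and whether it includes reads from the plasmid insert is not known. For this reason the groups are named by their labels throughout, and each direction given is that of the libraries labelled Ad-PDK4 relative to those labelled Ad-Con, with overexpression itself not seen in this table. The alternative that moved Pdk4 most was quantile normalization between samples, with a log2 fold change of -0.47, and the decrease stayed past the threshold under all 17 alternatives run.

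Among the other kinases of the family, Pdk2 (chromosome 11, 95026258 to 95041354) fell from 18.8 ± 0.395 to 8.23 ± 0.95 FPKM (n = 3 per group), a log2 fold change of -1.19 (limma adjusted p = 2.4e-05). Pdk1 (chromosome 2, 71873224 to 71903858) rose by a log2 fold change of 0.57 (limma adjusted p = 1.9e-03). Pdk3 (chromosome X, 93764607 to 93832201) rose by 0.29 (limma adjusted p = 0.025), and in 4 of 17 alternatives this rise was not past the threshold, among them the fits without Ad-Con replicate 2 (0.21) and without Ad-PDK4 replicate 3 (0.24). The groups did not overlap for any of these 3 genes.

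**Figure D1:**
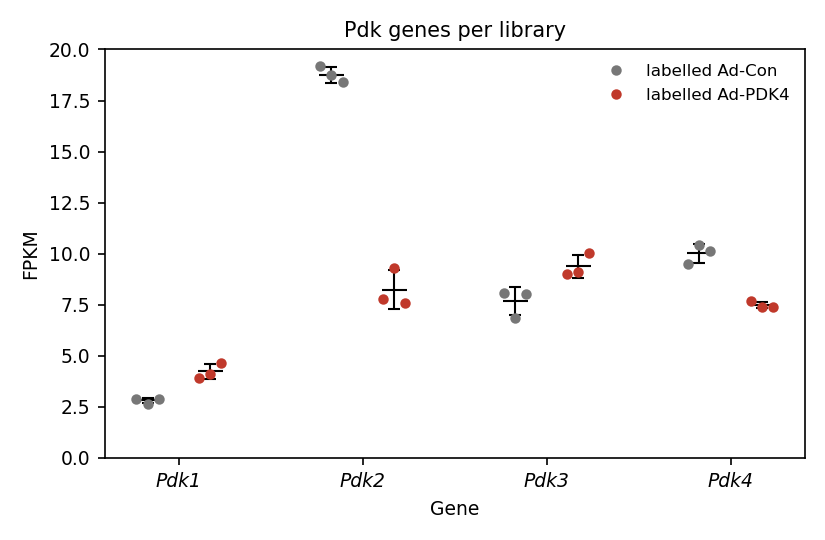
FPKM (linear axis starting at 0) of the 4 Pdk genes in each of the 6 libraries. Points are libraries, horizontal bars are group means and error bars are SD (n = 3). Pdk4 lies lower in the libraries labelled Ad-PDK4, at a mean of 7.48 against 10.0 FPKM.

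To ask how widely expression differed between the labels, 13423 genes with a mean FPKM of at least 0.5 were tested by limma on log2(FPKM + 0.1). The pseudocount makes each fold change an understatement for genes of low FPKM. At a Benjamini-Hochberg adjusted p below 0.05, 2928 genes were higher and 2798 lower in the libraries labelled Ad-PDK4. With a fold change of at least 2 required as well, 530 genes were higher (433 of them protein coding) and 360 lower (302 protein coding). The median log2 fold change of all tested genes was -0.003. The groups did not overlap for 888 of these 890 genes, nor for 54.3% of all tested genes, where chance gives 10% for 3 libraries against 3. For 29 of the genes called higher, the libraries labelled Ad-Con all had 3 reads or fewer, and the same held for the libraries labelled Ad-PDK4 in 8 of the genes called lower. The choice that moved the number of lower genes most, with the fold limit kept, was the filter: among genes with a mean FPKM of at least 5, 258 were higher and 114 lower.

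The 8 largest rises, among the 373 called genes with a mean FPKM of at least 5 and no overlap between groups, were in Ccl5, H2-Q6, Saa3, Cxcl10, H2-Q5, Phf11b, H2-Q7 and Tgtp1. Ccl5 (chromosome 11, 83525778 to 83530518) went from 0.766 ± 0.334 to 602 ± 24.6 FPKM (n = 3), a log2 fold change of 9.51 (SE 0.26, limma adjusted p = 4.7e-06). Cxcl10 (chromosome 5, 92346638 to 92348889) had 4, 7 and 6 reads under the Ad-Con label and 1889, 1804 and 3150 under the Ad-PDK4 label, a log2 fold change of 7.77. H2-Q6 and H2-Q7 rose by 9.16 and 6.90 on the log2 scale. Under the Ad-Con label H2-Q6 had 4, 1 and 0 reads and H2-Q7 had 9, 0 and 1. Over the alternatives run the values went from 6.23 to 11.15 for H2-Q6 and from 4.00 to 9.28 for H2-Q7, so their size is uncertain. For 3 of the genes the control libraries stood at or under 3 reads, so only a lower bound can be given: Saa3 was at least 754-fold higher, H2-Q5 at least 185-fold higher and Phf11b at least 156-fold higher. Tgtp1 rose by 6.59 on the log2 scale, but 99.6% of its longest transcript is shared with other annotated genes, and H2-Q6 shares 23.6% with other genes, so the counting can have split their reads.

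The 8 largest falls were in Tgfbi, mt-Tt, Crabp1, Mamdc2, mt-Nd3, Mex3b, Prl2c2 and mt-Atp8. Tgfbi (chromosome 13, 56609523 to 56639562) went from 20.7 ± 1.26 to 2.01 ± 0.236 FPKM (n = 3), a log2 fold change of -3.30 (SE 0.09, limma adjusted p = 2.0e-07). The log2 fold changes of Crabp1, Mamdc2 and Mex3b were -2.79, -2.58 and -2.32. Prl2c2 fell by 2.30 on the log2 scale, but its whole transcript (100%) matches another gene. The mitochondrial tRNA gene mt-Tt fell by 2.98 on the log2 scale on 18, 14 and 20 against 1, 1 and 9 reads, and it lost its call in 5 of the 6 fits that each left out one library (from -3.88 to -2.51), the exception being the fit without Ad-PDK4 replicate 3 (-3.88).

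The study reported lower expression of the electron transport chain genes encoded in mitochondrial DNA (mtDNA), so these genes were compared as a list. It saw this in these same libraries, so a fall here is not independent evidence for that result. It also reported the fall by RT-qPCR. The 13 protein-coding mtDNA genes lie on the mitochondrial chromosome between positions 2751 (mt-Nd1) and 15288 (mt-Cytb). All 13 were lower in the libraries labelled Ad-PDK4, with a median log2 fold change of -1.22 (camera in limma, adjusted p = 5.7e-06). Of the 13, 11 passed an adjusted p of 0.05 over all genes and 12 when adjusted over the list alone. The exceptions over all genes were mt-Atp6, at -1.06 (limma adjusted p = 0.086), and mt-Nd4l, at -0.90 (limma adjusted p = 0.16). The changes ran from -0.72 for mt-Co1 to -2.32 for mt-Nd3. The most abundant members were mt-Co1, at 6991 ± 206 against 4266 ± 555 FPKM, and mt-Cytb, at 3693 ± 105 against 1240 ± 200 FPKM (n = 3 each). The alternative that moved the median most was the fit without Ad-PDK4 replicate 3, at -1.35.

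Nuclear copies of mtDNA share sequence with part of this list. mt-Atp6, mt-Co2, mt-Co3, mt-Nd3 and mt-Nd4l match an annotated pseudogene over 99.6%, 99.6%, 99.9%, 99.1% and 99.0% of their length, mt-Nd4 over 63.6% and mt-Co1 over 31.3%. The 5 genes matched over more than 90% had mean FPKM of at most 51.4 over all libraries, while the lowest unmatched gene other than the short mt-Atp8 had 644, so the levels of the matched genes are uncertain. mt-Nd3 had 994, 225 and 335 reads under the Ad-Con label, and without Ad-Con replicate 1 its log2 fold change was -1.77 in place of -2.32. It lost its call in 4 alternatives, among them the fits without Ad-PDK4 replicate 1 (-2.15) and without Ad-PDK4 replicate 2 (-2.32). mt-Atp8, with 18, 31 and 65 against 8, 5 and 8 reads, lost its call without Ad-Con replicate 2 (-2.26) and without Ad-PDK4 replicate 1 (-2.39), replicate 2 (-2.10) or replicate 3 (-2.26). mt-Atp6 passed the threshold without Ad-PDK4 replicate 2 (-1.46) and mt-Nd4l without Ad-PDK4 replicate 1 (-1.40) and in limma-voom on the recovered reads (-0.92). Other fits that left out one library gave smaller falls, down to -0.83 for mt-Atp6 and -0.63 for mt-Nd4l.

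The 13 genes together took 6.37 ± 0.207% of the summed FPKM in the libraries labelled Ad-Con and 3.13 ± 0.494% in those labelled Ad-PDK4 (n = 3), a difference of -3.24 percentage points. The exact two-sided permutation test over 20 arrangements gave p = 0.1, which is the smallest value that 3 against 3 libraries allow.

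**Figure D2:**
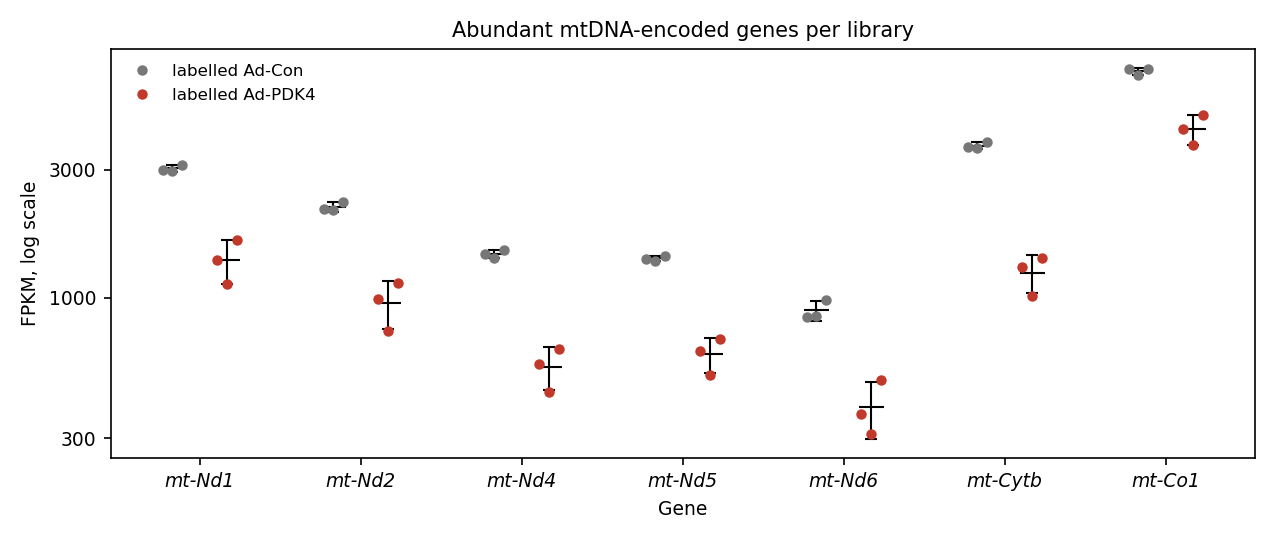
FPKM (log axis) of the 7 mtDNA-encoded genes with a mean above 100 FPKM, in each of the 6 libraries, with points for libraries, horizontal bars for group means and error bars for SD (n = 3). For each of these genes every library labelled Ad-PDK4 lies under every library labelled Ad-Con. mt-Co1 had the smallest change, -0.72 on the log2 scale.

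Nuclear genes of oxidative phosphorylation (OXPHOS) were compared to ask whether they moved with the mtDNA genes. Their median log2 fold change over 135 tested genes was -0.12 (camera in limma, adjusted p = 0.0175), with 16 higher and 42 lower at an adjusted p below 0.05, the same numbers as adjusted over the list alone (16 and 42). Without Ad-Con replicate 2 the list's adjusted p was 0.0537 at a median of -0.10. Under TPM the median was -0.08. The largest rises were in Cox20 (1.31), Coq10b (0.98) and Higd1a (0.82), and the largest falls in Sdhaf1 (-0.88), Ndufa4 (-0.67) and Cox6c (-0.58). The study measured regulators of mitochondrial respiration by RT-qPCR. Of these, Ppargc1a had a log2 fold change of -0.91 (limma adjusted p = 3.0e-03). Tfam (0.17, limma adjusted p = 0.14), Tfb1m (0.06, limma adjusted p = 0.83) and Ogdh (-0.05, limma adjusted p = 0.58) did not differ beyond the spread between replicates.

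Glycolysis was compared with a broad list and with a list of its enzymes and transporters, which have 18 genes in common. The broad list of 234 tested genes had a median log2 fold change of -0.01 (camera in limma, adjusted p = 0.854), with 67 genes higher and 75 lower at an adjusted p below 0.05 (71 and 77 adjusted over the list alone). Its median was above 0 with FPKM rescaled to TPM, at 0.03, and without the filter, at 0.01. Its largest rises were in Agrn (1.70), Igfbp3 (1.41) and Ak4 (1.20) and its largest falls in Tgfbi (-3.30), Vcan (-1.42) and Stmn1 (-1.24). The 19 tested enzymes and transporters had a median of 0.40 (camera in limma, adjusted p = 5.4e-03), with 12 higher and 2 lower both over all genes and adjusted over the list alone. Among enzymes with a mean FPKM of at least 5 the median was 0.28 and the list's adjusted p 0.0614. The largest rises were in Slc16a3 (1.11), Gapdh (1.04) and Hk2 (0.81), and the lowest values in Pfkm (-0.87), Ldhb (-0.46) and Eno2 (-0.07). Gapdh had 108, 78 and 99 against 356, 131 and 189 reads. It shares sequence with 74 other genes, 70 of them pseudogenes, so its level is uncertain. In 9 of 16 alternatives its rise was not past an adjusted p of 0.05. Among these were the fits without Ad-Con replicate 1 (1.07), replicate 2 (0.95) or replicate 3 (1.09) and without Ad-PDK4 replicate 3 (1.20). Without Ad-PDK4 replicate 1 the log2 fold change of Gapdh was 0.62. The study also measured glycolysis genes by RT-qPCR. Of these, Hif1a (0.66), Slc2a1 (0.67), Myc (0.81) and Pgk1 (0.31) were all higher, with limma adjusted p of 2.9e-03, 1.4e-04, 1.4e-04 and 1.7e-03. Pgk1 shares 68.8% of its transcript with other genes.

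The study also followed the loss of contractile markers and gain of synthetic ones in these cells. Of 18 contractile markers, 7 passed the filter, with a median log2 fold change of -0.04 (camera in limma, adjusted p = 0.359), 1 higher and 2 lower, the same as adjusted over the list alone (1 and 2). This median moved with the processing: it was 0.003 under the TPM scaling, -0.11 without the filter, -0.09 under quantile normalization, and among the fits that left out one library -0.16 without Ad-PDK4 replicate 3, -0.12 without Ad-PDK4 replicate 1, -0.07 without Ad-PDK4 replicate 2 or Ad-Con replicate 3, and -0.02 without Ad-Con replicate 2. Acta2 (chromosome 19, 34241090 to 34255336) fell from 78.0 ± 0.95 to 36.2 ± 2.4 FPKM (n = 3), a log2 fold change of -1.11 (limma adjusted p = 5.3e-06). Tpm2 had -0.33 and Cald1 0.36 (limma adjusted p = 4.8e-03 and 6.6e-04), while Lmod1 (-0.29), Smtn (0.02) and Tpm1 (0.01) did not differ beyond the replicate spread. Smtn and Tpm1 changed sign under quantile normalization. The other 11 markers fell under the filter, so they did not enter the median. For 4 of these 11 the groups did not overlap, where chance gives 10%. Mylk had 0.756 ± 0.138 against 0.123 ± 0.0239 FPKM (n = 3), on 24 to 28 reads per library under the Ad-PDK4 label, Des had 13, 10 and 16 against 4, 3 and 3 reads and Cnn1 30, 20 and 22 against 17, 8 and 14, with ratios of mean FPKM of 0.163, 0.252 and 0.529, all lower, while Ppp1r14a, with 2, 5 and 6 against 10, 7 and 13, was higher. In the fit without the filter, Mylk was past the threshold (log2 fold change -1.93, limma adjusted p = 1.97e-03) and the other 3 were not. Tagln had 12, 6 and 20 against 16, 4 and 14 reads, and 61.8% of its transcript matches other genes. The synthetic markers Klf4 (0.58, limma adjusted p = 1.2e-04) and Klf5 (1.22, limma adjusted p = 4.8e-04) were higher. The study also counts more extracellular matrix among the features of the synthetic state. The collagen genes Col1a1 (-1.28, limma adjusted p = 1.3e-05) and Col3a1 (-0.86, limma adjusted p = 1.2e-05), chosen after their values were seen, were lower. These synthetic features therefore did not move in one direction.

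The study reported the genes Irf7, Ccl5, Stat2, Gsdmd and Casp1 of NOD-like receptor signalling as raised. These were chosen by the study on these same libraries, so passing the test here is not independent evidence. All 5 were higher at an adjusted p below 0.05, and the same 5 adjusted over the list alone. Irf7 (ENSMUSG00000025498, chromosome 7, 141262706 to 141266481) rose from 5.69 ± 0.794 to 184 ± 11.6 FPKM (n = 3), a log2 fold change of 5.00 (SE 0.10, limma adjusted p = 8.5e-08). Stat2 (chromosome 10, 128270559 to 128292849) rose from 8.38 ± 0.187 to 52.1 ± 3.36 FPKM, a log2 fold change of 2.62. Gsdmd (chromosome 15, 75862327 to 75867408) rose from 8.34 ± 0.401 to 25.8 ± 1.26 FPKM, a log2 fold change of 1.62. Casp1 (chromosome 9, 5298517 to 5307265) rose from 0.644 ± 0.316 to 3.55 ± 0.506 FPKM on 17, 10 and 27 against 93, 82 and 136 reads, a log2 fold change of 2.37 (limma adjusted p = 5.0e-04). The groups did not overlap for any of the 5.

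**Figure D3:**
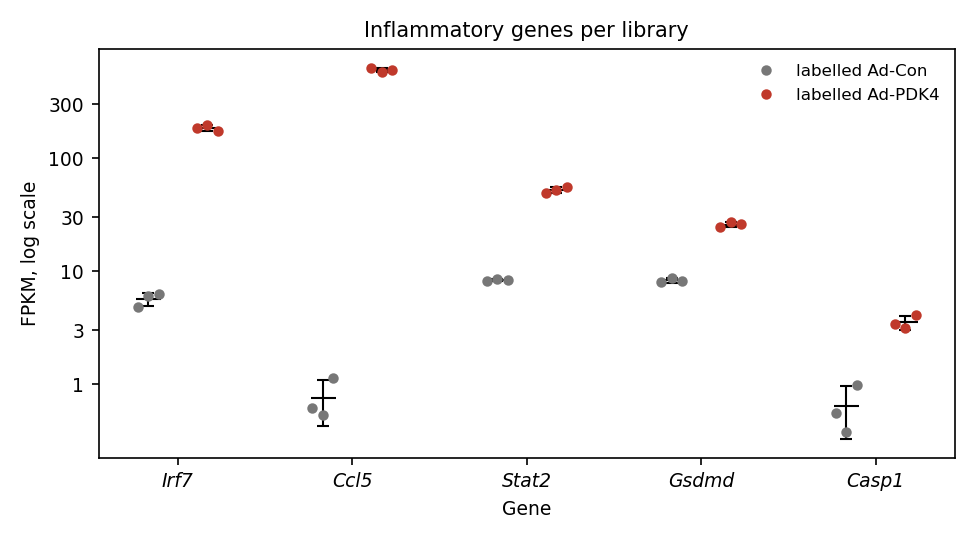
FPKM (log axis) of Irf7, Ccl5, Stat2, Gsdmd and Casp1 in each of the 6 libraries, with points for libraries, horizontal bars for group means and error bars for SD (n = 3). Every library labelled Ad-PDK4 lies above every library labelled Ad-Con, by the widest margin for Ccl5 (0.766 against 602 FPKM).

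The study named Nlrp3, Aim2, Casp4 and Nod2 from knockout cells, which were not analysed here. Of these 4, Casp4 was tested and rose by 3.10 on the log2 scale (limma adjusted p = 8.4e-07). Nlrp3 had 0, 3 and 0 against 1, 4 and 0 reads and Nod2 had 0 in each library labelled Ad-Con against 2, 1 and 1, so a difference was not detectable at this depth. Aim2 had 0, 3 and 0 against 18, 24 and 16 reads and was at least 6.38-fold higher. Other inflammatory genes were measured by the study with RT-qPCR in whole abdominal aortas, where they were lower in Pdk4 knockout than in floxed mice. That is another tissue and another contrast, so the values here do not test those measurements. Of these inflammatory genes, Il6 rose by 4.28 on the log2 scale (limma adjusted p = 3.7e-05), on 4, 1 and 2 against 114, 89 and 210 reads. Il18 had a log2 fold change of -0.97 that was not past the threshold (limma adjusted p = 0.099) but passed it without Ad-Con replicate 2 (-1.28) and in limma-voom on the recovered reads (-1.01). Il1b had 0 reads in all 6 libraries, and Tnf had 0 in 5 libraries and 2 in Ad-PDK4 replicate 3. Pycard, which encodes the adaptor ASC, had 4, 0 and 8 against 10, 7 and 9 reads. A list of 21 genes pooled the study's RT-qPCR measurements in cells and in aortas, leaving out Pdk4 and the mtDNA-encoded genes given above. Of these, 15 were tested, 9 were higher and 2 lower, the same as adjusted over the list alone. Txnip (-0.58, limma adjusted p = 3.1e-04) and Txn1 (-0.32, limma adjusted p = 2.2e-03) were both lower. Txn1 encodes thioredoxin and Txnip its interacting protein, both of which the study measured as proteins. It reported that PDK4 overexpression raised the TXNIP protein and lowered thioredoxin. The RNA of Txnip thus went the opposite way to the reported protein and that of Txn1 the same way, although RNA and protein are different measures.

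A list of 89 tested pyroptosis genes had a median log2 fold change of 0.10 (camera in limma, adjusted p = 2.6e-03), with 40 higher and 16 lower (40 and 17 adjusted over the list alone). Its largest rises were in Zbp1 (6.25), Ifi205 (5.07) and Mpeg1 (4.39), and its largest falls in Gja1 (-1.02), Il18 (-0.97) and Eef2k (-0.95). The inflammasome core, which shares 15 genes with that list, had a median of 1.23 over 11 tested genes of 23 (camera in limma, adjusted p = 3.6e-03), with 7 higher and 1 lower, also when adjusted over the list alone. The size of this median depended on the filter: it was 0.67 without the filter and 0.71 among genes with a mean FPKM of at least 5, past the threshold in both. Casp4, Casp1 and Naip2 (1.70) rose most. Il18 and Txnip had the lowest values, followed by Nek7 at -0.09.

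Lists of interferon, NF-kB and antigen presentation genes were compared because the study's pathway analysis named cytokine, TNF and antigen processing pathways. That pathway analysis used these same libraries, so a rise of these lists here is not independent evidence for it. All 59 tested interferon-stimulated genes were higher at an adjusted p below 0.05, and all 59 also adjusted over the list alone, with a median log2 fold change of 3.04 (camera in limma, adjusted p = 1.6e-38). Ifi44 (6.51), Zbp1 (6.25) and Iigp1 (5.92) rose most, and Isg20 (1.14), Lgals9 (1.28) and Eif2ak2 (1.51) least. All 28 tested NF-kB targets were higher, with a median of 1.47 (camera in limma, adjusted p = 7.8e-16), and the count was 28 adjusted over the list alone. The median was 1.47 also with the 2 members whose control libraries stood at or under 3 reads set to their lower bound. Ccl5, Lcn2 (at least 33.5-fold higher) and Ccl7 (4.38) rose most, and Tnfaip2 (0.22), Tnip1 (0.33) and Cx3cl1 (0.36) least. The rise of Cx3cl1 was not past an adjusted p of 0.05 in 7 of 16 alternatives. Among them were the fits without Ad-Con replicate 1 (0.31), without Ad-Con replicate 3 (0.35), without Ad-PDK4 replicate 1 (0.26) and without Ad-PDK4 replicate 3 (0.38). The rise of Tnfaip2 was not past it in 2 alternatives, quantile normalization (0.16) and without Ad-Con replicate 2 (0.19). Of 23 genes of MHC class I presentation, 21 were higher over all genes and adjusted over the list alone, with a median of 1.38 (camera in limma, adjusted p = 2.8e-15). The rises were largest in H2-Q6, H2-Q7 and H2-Q4 (5.01), while Canx (-0.07), Pdia3 (0.07) and Calr (0.22) lay lowest, and of these Calr passed the threshold. H2-Q4 shares 23.4% of its transcript with other genes.

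Cell cycle genes had a median log2 fold change of -0.54 over 39 tested genes (camera in limma, adjusted p = 1.7e-04), with 3 higher and 24 lower (4 and 25 adjusted over the list alone). Among genes with a mean FPKM of at least 5 the median was -0.28, still past the threshold. Mki67 (-1.34), Ccna2 (-1.23) and Ccnb2 (-1.19) fell most, and Ccne1 (0.83), Mcm2 (0.26) and Tyms (0.23) had the highest values. Mcm2 was not past the threshold (limma adjusted p = 0.064) but passed it in 4 alternatives, among them the fits without Ad-Con replicate 3 (0.34) and without Ad-PDK4 replicate 3 (0.33).

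In all, 9 of the 11 lists passed an adjusted p of 0.05 in camera with its preset correlation of 0.01. With fry, 10 passed, the contractile markers being the addition. With the correlation between genes estimated from these libraries none passed, and the lowest adjusted p was 0.0509, for MHC class I presentation. At an unadjusted p below 0.05 that estimate gave 4 lists, which were pyroptosis, interferon, NF-kB and MHC class I. Of 12 housekeeping genes, 3 were higher and 4 lower at an adjusted p below 0.05, also when adjusted over the list alone, between -0.76 and 1.04 on the log2 scale. Gapdh was the highest of them, and Actb had a log2 fold change of 0.03 (limma adjusted p = 0.69).

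**Figure D4:**
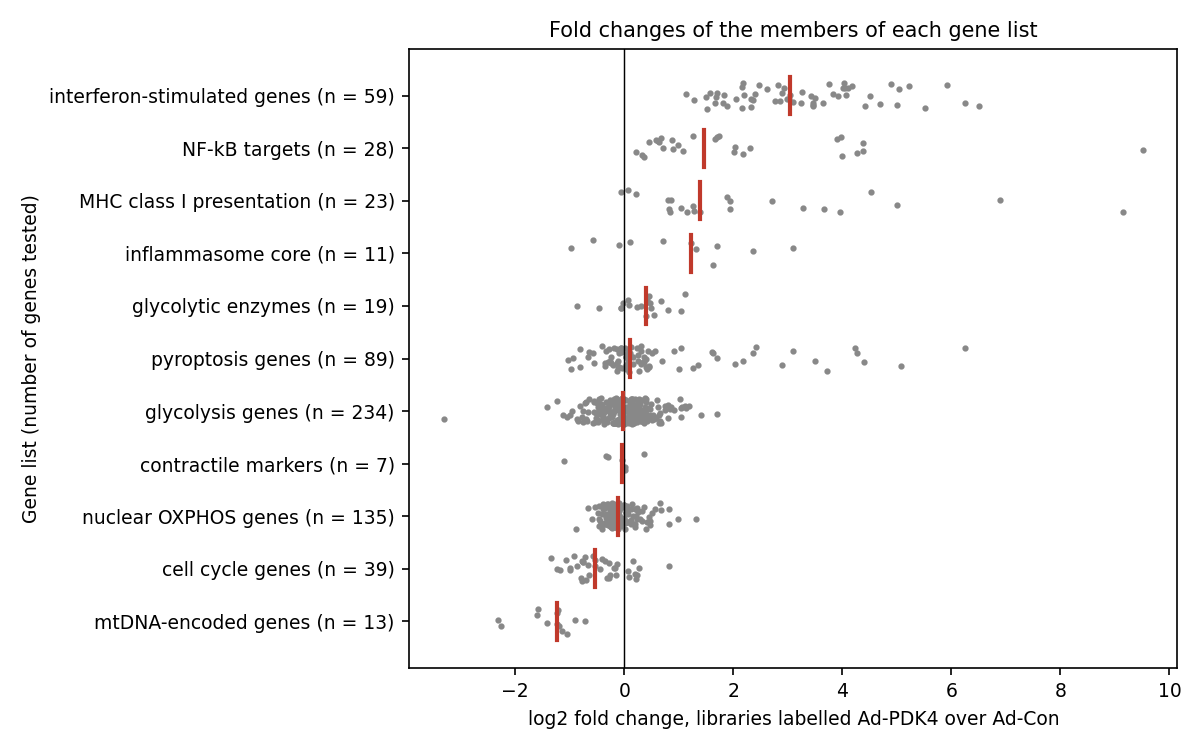
Log2 fold changes (libraries labelled Ad-PDK4 over those labelled Ad-Con) of the tested members of the 11 gene lists, with a grey point for each gene and a red line for the median of the list. Interferon-stimulated genes have the highest median, 3.04, and mtDNA-encoded genes the lowest, -1.22. The glycolysis list and the contractile markers have medians near 0, at -0.01 and -0.04, which lie above 0 under TPM scaling.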

Values the study reported

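The study treated the transduced cells with angiotensin II at 1 μM for 48 h before sequencing, with n = 3 biological replicates in each group. It called a gene differentially expressed at P < 0.05 with a fold change of at least 2.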

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

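All alternatives were chosen before the data were examined. The results reported were the 2 counts of genes, Pdk4, the 11 gene lists and the mtDNA share, and in addition 103 named genes. Pdk4 stayed lower in the libraries labelled Ad-PDK4 under all 17 alternatives, with log2 fold changes from -0.47 to -0.38 and adjusted p from 2.4e-04 to 6.8e-03, so the direction against its label was not a matter of these settings. Rescaling by the median of ratios moved no value, since the deposited FPKM already carried that scaling, and it tests nothing. No other scaling moved the median of all genes by more than 0.04 on the log2 scale (TPM).

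With a pseudocount of 1 the number of lower genes went from 360 to 153 and that of higher genes from 530 to 361. Without a filter beyond a mean FPKM above 0, 735 genes were higher and 495 lower, over 25202 genes. Among genes with a mean FPKM of at least 5, 258 were higher and 114 lower, and that filter by construction tests fewer genes (7731). All 258 and 114 were among the 530 and 360. The higher pseudocount shrinks the changes of low genes by construction, and of its 153 lower genes 152 were among the 360. Without a limit on the fold change, 2928 genes were higher and 2798 lower. With p unadjusted and the fold limit kept, 545 were higher and 378 lower. Limma-voom on the recovered reads called 553 higher and 407 lower, of which 512 and 349 were among those called in the reported fit. Across the fits that each left out one library, from 489 to 559 genes were higher and from 332 to 387 lower.

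Camera with an estimated correlation put all 9 lists that had passed above an adjusted p of 0.05, at unchanged medians: mtDNA-encoded genes (-1.22), nuclear OXPHOS genes (-0.12), glycolytic enzymes (0.40), pyroptosis genes (0.10), the inflammasome core (1.23), interferon-stimulated genes (3.04), NF-kB targets (1.47), MHC class I presentation (1.38) and cell cycle genes (-0.54). The estimate takes members that vary together between libraries as less evidence, and with 6 libraries it is itself imprecise. Fry in turn passed the contractile markers at the same median of -0.0375. The glycolytic enzymes had a median of 0.28 and an adjusted p of 0.0614 with a minimum mean FPKM of 5, against a range of 1.3e-03 to 0.312 over their alternatives, and that filter leaves fewer genes to test. The nuclear OXPHOS genes lost their call without Ad-Con replicate 2 (median -0.10, adjusted p = 0.0537), with medians from -0.13 to -0.10 across the fits that left out one library. The cause was not tested.

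The glycolysis genes, with a median of -0.01 that was not past the threshold, had a median of 0.01 (0.0104) without the filter and 0.0266 under TPM, and from -0.015 to 0.0096 across the fits that left out one library. The contractile markers had 0.00326 under TPM, -0.107 without the filter and from -0.160 (without Ad-PDK4 replicate 3) to -0.0198 (without Ad-Con replicate 2) across the fits that left out one library, against -0.0375 as reported. The medians of 2 lists depended on the filter while staying past the threshold under it: the inflammasome core had 0.671 without it (adjusted p = 1.98e-05) and 0.709 with a minimum mean FPKM of 5 (adjusted p = 0.0439), over a range of 1.98e-05 to 0.187 for its alternatives, and the cell cycle genes had -0.278 with that minimum (adjusted p = 0.0168), over a range of 1.56e-06 to 0.405. Under TPM every gene moves up by at most 0.0410 on the log2 scale, which by construction carries such medians across 0. The difference in mtDNA share was -1.29 percentage points in place of -3.24 when reads replaced FPKM, since a share of reads weights genes by length, and it lay between -3.48 and -2.98 across the fits that left out one library.

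Of the 103 named genes, 87 kept their direction and their side of the threshold under every alternative run. The other 16 gave 35 values that were no longer past the threshold, 11 that newly passed it and 8 that changed sign. The sign changes were in 4 genes that were not past the threshold. Smtn had -0.0335 and Tpm1 -0.0118 under quantile normalization. Across the fits that left out one library Smtn ranged from -0.0244 to 0.0436, Tpm1 from -0.0247 to 0.0465, Tfb1m from -0.11 to 0.21 and Actb from -0.00175 to 0.0739. The cause was not tested.

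The replicate numbers did not pair the libraries: the deviations of libraries with the same number correlated at -0.046, -0.031 and -0.001 across genes, against -0.023 to 0.057 for different numbers. With the replicate number as a block, 529 genes were higher and 354 lower, of which 520 and 345 were among those called without it.

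Depth limits the low genes. For Nlrp3, Nod2, Il1b, Tnf and Pycard, with at most 10 reads in any library, a difference was not detectable, and most of the contractile markers (11 of 18) fell under the filter.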

Other observations

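The counts of other splits of the libraries were fixed before their results were seen, and all other tests here were chosen after the results they concern had been seen. The directions are those of the libraries labelled Ad-PDK4, in which Pdk4 itself was lower.

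The 6 libraries can be split into 3 and 3 in 10 ways, so no result can be matched by a share under 0.1. For the genes called higher and for those called lower, 1 of the 10 splits, the real one, gave as many, and the other splits gave 0 genes past the threshold, where the real one gave 890. By the camera p of a list, 1 of 10 splits was as extreme for the mtDNA-encoded genes, pyroptosis genes, inflammasome core, interferon-stimulated genes, NF-kB targets and MHC class I presentation. For the glycolytic enzymes 2 of 10 were, for the nuclear OXPHOS genes 3, for the contractile markers and the cell cycle genes 4 each, and for the glycolysis genes 8. Since every other split mixes the labels and 10 splits allow no share under 0.1, this count decides nothing for any of these results. Other values speak for a difference between the 2 sets of libraries: the groups did not overlap for 54.3% of the tested genes, where chance gives 10%, and the chi-square statistic per degree of freedom was 84.1 to 109 between the sets against 4.15 to 11.8 within them.

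Pdk4 in the libraries labelled as overexpressing it was the value that most called for a second look. Scaling between libraries was argued against as the source, because the change closest to 0 over 3 other scalings was -0.38. An exchange of labels stays open: the mean FPKM was 1.34 times as high under the Ad-Con label, and how high an insert would raise it depends on how many of its reads were counted. Such an exchange would turn every direction given here around. In cells given this vector, the study's RT-qPCR found mtDNA-encoded and respiration genes lower and glycolysis genes higher. As labelled, the libraries had the mtDNA-encoded genes lower (median -1.22), Ppargc1a lower, and Hif1a, Slc2a1, Myc and Pgk1 higher. Tfam, Tfb1m and Ogdh did not differ. These values argue against an exchange but do not exclude it, since the RT-qPCR samples could carry the same one. Another candidate explanation that stays open is that reads of the insert were not counted under the mouse gene, so that the -0.42 describes the endogenous gene alone. The study gives the same primer pair for amplifying the insert and for RT-PCR of the mouse gene. Reads of a mouse insert could have been counted under the mouse gene, but the primers do not settle what the insert was. The table holds no vector sequence, so these explanations cannot be told apart from a vector that expressed no PDK4. Pdk4 ranked 5640 of the 13423 tested genes by mean FPKM.

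The rise of interferon-stimulated genes (59 of 59 higher) was the broadest pattern in the table. GC content and gene length as its source were argued against: after removing their trend, which moved a gene by 0.0359 (median) on the log2 scale, the list's median was 3.05 and 887 genes were past the threshold. Thinning all libraries to the lowest depth left a median of 3.03. Macrophages among the cells would bring their abundant transcripts, but 8 of 16 macrophage markers had at most 3 reads in every library labelled Ad-PDK4, and Ptprc, Tyrobp, C1qa, C1qb, C1qc and Laptm5 together had 1 read there. Of the 5 macrophage markers tested, 3 rose and 1 fell: Mpeg1, which is also on the pyroptosis list, rose by 4.39 on the log2 scale, while Cd68, chosen after its value was seen, had -1.74. Of 12 endothelial markers 6 had at most 3 reads in every library and 2 were tested, with none past the threshold over all genes. A response to the vector preparation or to transduction, rather than to the insert, may contribute. Ifnb1, at 0 reads in each library labelled Ad-Con and 7, 5 and 5 under the Ad-PDK4 label (mean 5.67), was at least 1.85-fold higher, but preparation and insert follow the same split of the libraries and cannot be told apart here. An effect of PDK4 is the explanation the design names, and it stays open and untested.

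The fall of the mtDNA-encoded genes (13 of 13 lower) could in principle come from reads shared with nuclear copies. The 6 genes without such a match had a median log2 fold change of -1.22, and all 6 passed the threshold, against -1.23 for the 7 with a match, so shared reads do not account for it. Removing the trend on GC content and length gave -1.23, and the scaling that brought the median closest to 0 gave -1.12. Lower expression of the mitochondrial transcription machinery is a biological candidate, but its 11 genes went both ways, from -0.53 to 0.55 with 1 higher and 2 lower at an adjusted p below 0.05, and their median of -0.0935 decides nothing. The ribosomal RNA gene mt-Rnr1 had -0.41 (limma adjusted p = 0.066). It passed the threshold without Ad-PDK4 replicate 3 (-0.54) and with the replicate number as a block (-0.41). Across the fits that left out one library it ranged from -0.54 to -0.25. The ribosomal RNA gene mt-Rnr2 had -1.18 (limma adjusted p = 4.2e-04). Both were chosen after their values were seen, and their difference was not tested. The number of mitochondrial genomes was not measured in these libraries, and the study reported more mtDNA, not less, in cells given this vector, which does not favour fewer genomes as the source. As a hypothesis, the fall may be biological, with less transcription or faster decay left open.

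The cells had little RNA of several contractile markers under both labels. Of the 18 markers, 11 fell under the filter. Of these 11, 2 share at least 20% of their transcript, Tagln and Pln. Reads lost to genes that share sequence might explain the low values of Tagln. Since the table gives 1 value per gene, its matched and unmatched parts cannot be told apart. Pln had 0 reads in all 6 libraries, so its unmatched part had none either, which reads lost from the shared part alone do not explain. The other 9 share less, and with reads in proportion to the shared part added back the highest of them (Mylk) had a mean of 0.468 FPKM, still under the filter, which argues against that explanation for them. No comparison with freshly isolated tissue was made.

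The glycolytic enzymes could have risen through reads shared with pseudogenes. The 12 enzymes that share under 20% of their sequence had a median of 0.41 and an unadjusted camera p of 0.0156, with 8 higher and 1 lower, against 0.31 for the 7 that share more, so sharing does not account for the rise. The rise of the pyroptosis list could have rested on the members it has in common with the interferon, NF-kB and MHC lists. Without these 5 members the unadjusted camera p was 0.0126 for the 84 left, at a median of 0.07, so the call did not rest on those 5 alone. Ifi205 and Mpeg1, which are on none of the other lists tested with camera, were among the largest rises left. Those other lists need not be complete, so leaving out their members does not separate the pyroptosis genes from an interferon response.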
